A study of Mus musculus with 6 samples. Its data were reported in "Analysis of zebrafish periderm enhancers facilitates identification of a regulatory variant near human KRT8/18" (2020).

How the data were processed

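Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in epithelium and mesenchyme of the palatal shelves of C57BL/6 mouse embryos at embryonic day E14.5. The shelves were treated with trypsin, the epithelium was peeled away by hand, and the tissue left behind, mostly mesenchyme, served as the comparison. There were 3 epithelium and 3 mesenchyme libraries, each made from about 20000 cells. The sources differ on how many embryos or shelves went into a replicate: the series design gives 3 embryos, the treatment protocol gives 5 palatal shelves, and the study's methods give another number. The labels call the libraries biological replicates, and nothing ties an epithelium library to the mesenchyme library of the same number.

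According to the study's methods and the submitters' processing notes, the authors trimmed reads with Trimmomatic 0.38, aligned them to mm10 with Bowtie2, removed PCR duplicates with SAMtools, and kept fragments shorter than 100 bp as nucleosome-free. They then called peaks on these fragments with MACS2 2.1.1, without a shifting model and with a fixed background. The sources used here also name deepTools 2.0 for checks of the replicates. The peak threshold is not given in the sources used here. Each deposited list holds the peaks of 1 library, called on its own. A list has 3 columns, chromosome, start and end, and per the deposited files no peak carries a height, a fold, a p-value or a score. The comparisons below therefore rest on where peaks were called. A region with few reads in one library can fall on either side of the authors' threshold, so a missing peak is not the same as closed chromatin. The depth in reads is unknown, and the length of each list stands in for it.

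Peaks were taken as listed, on chromosomes 1 to 19, X and Y. For each of the 15 pairs of libraries the share of peaks that overlapped a peak of the other library by at least 1 bp was computed in both directions and averaged, and the Jaccard index of covered base pairs was added. Peaks of the 6 lists that overlapped by at least 1 bp were merged, and merged regions with a peak in at least 2 libraries were kept. A region was called epithelium-only when all 3 epithelium libraries and no mesenchyme library had a peak in it, and mesenchyme-only in the opposite case. The number of such regions was compared with the number for each of the other splits of the 6 libraries into 3 and 3, which makes 10 splits with the real one. Regions were placed with GENCODE M21 on GRCm38.p6, the assembly behind mm10: those overlapping a start site of a protein-coding gene, and of the rest those with a midpoint in an exon, in an intron or between genes. Shares of regions were compared with Fisher's exact test, two-sided; regions are not independent replicates, so these p-values describe the regions of these 6 libraries. The study compared read counts with DiffBind, which needs reads; the presence calls take its place here.

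Each peak was assigned to the nearest start site of a protein-coding gene on each side within 100 kb, so neighbouring genes share peaks. The number of peaks per gene was scaled to the mean list length and tested as log2(peaks + 1) with limma 3.58.1 (moderated statistics with a mean trend, no replicate block) in R 4.3.3. The test covered 20908 genes with a mean of at least 1 peak per library, of 21911 annotated protein-coding symbols, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A log2 difference on this scale understates the change of genes with few peaks. It counts peaks and says nothing of their height. A set of 16 gene lists with 317 genes were fixed in advance: periderm, basal epithelium, epithelial junctions and splicing, epithelial transcription factors, epithelial signals, palate mesenchyme transcription factors, mesenchyme matrix, mesenchyme signals and receptors, osteogenic genes, markers of endothelial, immune, muscle, nerve and glia, and erythroid cells, control genes, and orofacial cleft genes. Some genes stand in several lists. The lists were tested with limma's camera (preset correlation 0.01, and again with an estimated correlation) and fry. A separate test took the number of epithelium-only minus mesenchyme-only regions assigned to the members and compared it with 100000 random lists of as many genes, matched in 20 bins on the number of kept regions per gene. The smallest two-sided p these lists can give is 2e-05.

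The central 200 bp of each region that did not overlap a start site was searched on both strands for 27 motifs written as consensus sequences, of which 2 were shuffled controls. Shares of regions with a match were compared by a Mantel-Haenszel odds ratio across 10 strata of GC content, with a Cochran-Mantel-Haenszel p adjusted over motifs. The share of each library's own distal peaks with a match was compared by an exact permutation test, two-sided. With 3 against 3 libraries the smallest p of such a test is 0.1, so it cannot pass 0.05. Statistics were computed in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and pandas 2.3.3, and sequence was read with pysam 0.24.0.

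The named genes follow a rule: Trp63, Krt14, Krt17, Runx2 and Klf4, which the study names for these tissues; the 12 genes in each direction with the largest log2 difference among those past the threshold whose libraries did not overlap between groups; and up to 4 members of each list with the smallest p. One gene that the rule selects is not reported here. The named regions are those nearest to the start sites of the first group of genes, and 5 of each kind by a measure of strength. The tests of overlap, regions, genes, lists and motifs between the tissues, the lists and motifs themselves, this rule and most alternative settings were fixed before the data were examined. The study had already reported enriched motifs in epithelium-specific elements of these libraries, and open chromatin at Trp63 in the epithelium. Motif and list calls may therefore repeat its findings and are not independent of them. The rule for the last regions and the stricter thresholds had been planned on the authors' score. Since the lists have none, peak width was used instead, and this replacement was chosen after seeing the data, as were a repeat on the autosomes alone and the tests of explanations that use Y genes, the splits of the libraries and exon midpoints over whole lists. Other alternatives changed the pseudocount to 0.5, the scaling, the reach to 50 kb, the nearest gene alone, the filter, the overlap and merging rules, the definition of a start site, the 200 bp window to 400 bp, the GC strata and the regions compared with, or left out 1 library at a time. The gene test and the counting, overlap, permutation and motif functions were tested on simulated data: 95 of 95 checks of the functions passed. With 200 of the 20908 genes given more or fewer peaks, the gene test recovered 2.99% of those changed 1.5-fold, 10.4% of those changed 2-fold and 63.6% of those changed 4-fold, with 4 false calls among 55. Without a changed gene it called 0. The gene test therefore misses most small changes at this number of libraries.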

Results

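Open chromatin was mapped by ATAC-seq in the epithelium of mouse palatal shelves at embryonic day E14.5, basal and periderm layers together, and in the palatal mesenchyme left after the epithelium was peeled away. The periderm is the flat outermost cell layer of the embryonic epithelium. Each of the 3 epithelium and 3 mesenchyme libraries had its own peak list. Epithelium libraries 1, 2 and 3 held 270003, 349322 and 296695 peaks, and mesenchyme libraries 1, 2 and 3 held 295141, 341741 and 315468. The mean was 305340 ± 40360 peaks in epithelium (SD, n = 3) and 317450 ± 23363 in mesenchyme (SD, n = 3), a difference smaller than the spread between replicates (exact permutation p = 0.8, two-sided). Peaks covered between 125 Mb and 169 Mb of a library's genome, with a median width of 331 to 344 bp and a smallest width of 199 bp. P-values of tests between libraries measure the spread between these libraries; those over regions or random gene lists describe the regions and genes of these libraries.

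The first question was how far replicates of a tissue shared their open regions. Libraries of the same tissue shared on average 52.5% of their peaks, and libraries of different tissues 49.2%. The 6 same-tissue pairs ranged from 50.4% to 54.1%, and the 9 pairs across tissues from 47.5% to 51.3%, so single pairs overlapped. The mean Jaccard index of covered base pairs was 0.350 within and 0.318 between tissues. The difference of 3.24 percentage points was the largest of the 10 splits of the 6 libraries (exact permutation p = 0.1, one-sided, the smallest that 3 against 3 libraries allow).

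The main comparison asked which regions were open in one tissue and not in the other. In epithelium, 10206 regions had a peak in every epithelium library and in no mesenchyme library, and 7554 regions had the opposite pattern. Trp63, the regulator of stratified epithelia, held 9 of the epithelium-only regions and no mesenchyme-only region. Thbs2, which encodes a matrix glycoprotein, had the most mesenchyme-only regions of any gene, 8, beside 3 epithelium-only ones, and Lhx8, a homeobox factor of oral mesenchyme, had 6 and 0. Thbs2 and Lhx8 were picked here after their values were seen. Of 707876 merged regions, 342690 were found in at least 2 libraries and 65554 in all 6. The epithelium-only regions made up 2.98% and the mesenchyme-only regions 2.20% of those in at least 2 libraries. Both kinds were narrow, with a median width of 597 bp and 542 bp, against 1493 bp for regions in all 6 libraries. The 9 splits that mixed the tissues gave 5594 to 6924 regions on both sides together, against 17760 for the real one. A single region cannot pass a test with 3 against 3 libraries, and a missing peak can be a weak signal below the authors' threshold. When regions with at most 1 peak on the other side were let in, the counts were 19434 and 20486, so more were then on the mesenchyme side. Leaving out a library changed both counts and at times the larger side. It loosens the rule for both tissues, since its own then needs fewer peaks and the other fewer absences. Epithelium-only and mesenchyme-only regions numbered 20576 and 10667 without epithelium 1, 16145 and 13825 without epithelium 2, and 20972 and 11872 without epithelium 3. They numbered 12884 and 20183 without mesenchyme 1, 13681 and 17454 without mesenchyme 2, and 13703 and 18238 without mesenchyme 3. Which tissue had more such regions therefore depended on the rule.

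**Figure D1:**
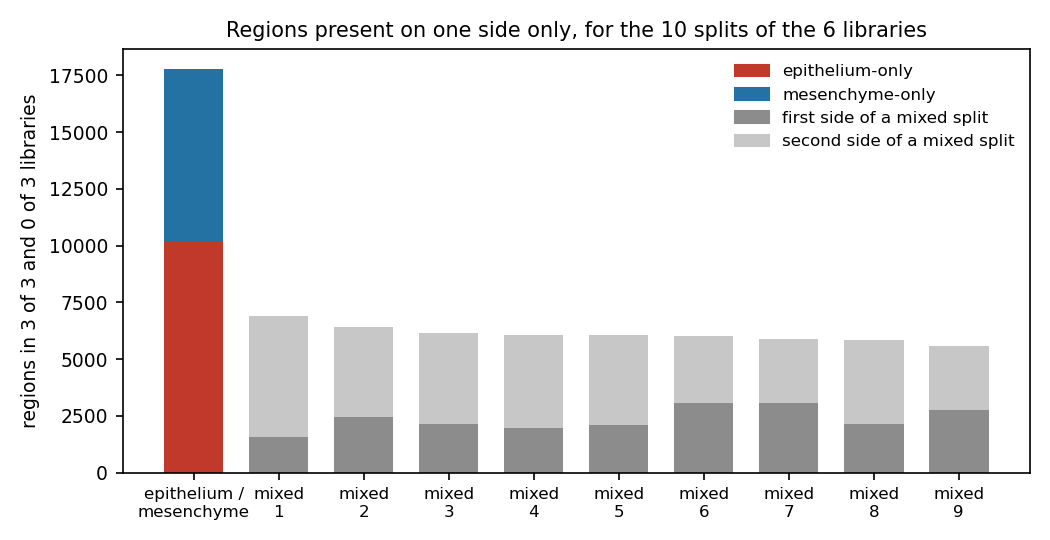
Bars show, for each of the 10 ways to split the 6 libraries into 3 and 3, the number of regions with a peak in all 3 libraries of one side and none of the other, stacked for both sides. The split into epithelium and mesenchyme reaches 17760 regions, 10206 of them epithelium-only, and the mixed splits lie between 5594 and 6924.

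At Trp63, on the plus strand of chromosome 16 from 25683763 to 25892102 in mm10, the epithelium libraries had 21.7 ± 6.66 assigned peaks (SD, n = 3) and the mesenchyme libraries 6.67 ± 4.62 (SD, n = 3). The log2 difference was 1.73 with a standard error of 0.31 (limma, adjusted p = 0.00915). Counts were 25, 26 and 14 in epithelium and 4, 12 and 4 in mesenchyme. All 9 epithelium-only regions lay within the gene body, and none of the 22 kept regions of Trp63 was found in all 6 libraries. One of them, from 25801628 to 25802184, overlapped the principal start site at 25801916. It held a KLF match, CCCCACCC, on the minus strand at 25801990 and a pair of CAGGTG E-boxes at 25801822 and 25801937. The regions from 25774561 to 25775572 and from 25842910 to 25844871 were the widest of the 9.

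**Figure D2:**
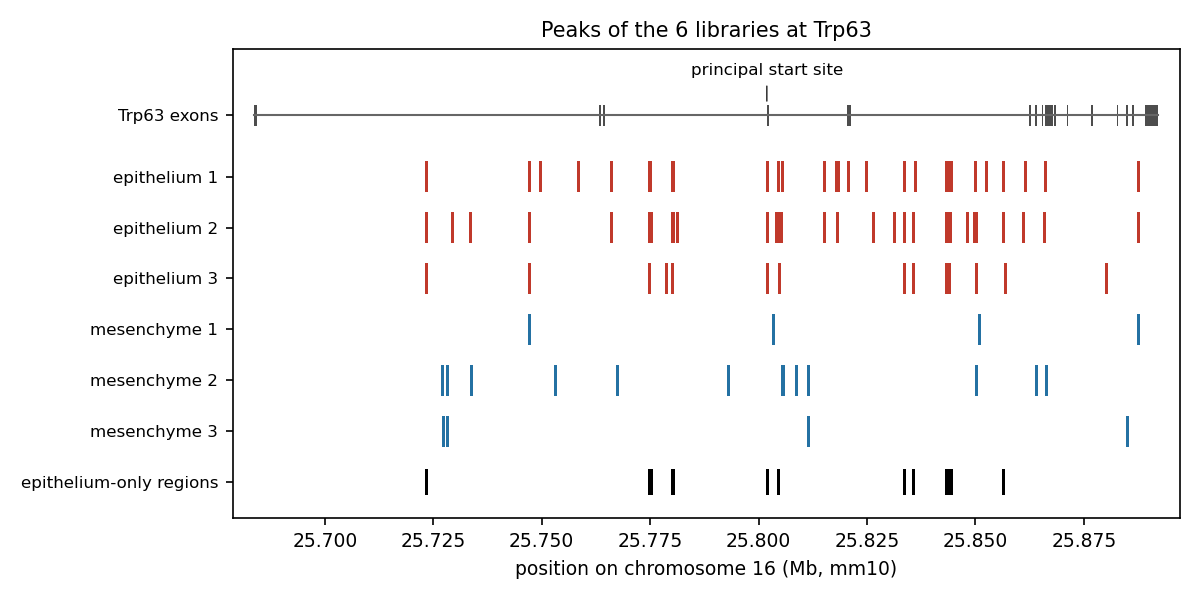
Exons of Trp63 and the peaks of each library are drawn along chromosome 16 (position in Mb, mm10), with the 9 epithelium-only regions in the lowest track; narrow peaks are drawn slightly wider than they are. Epithelium libraries show clustered peaks along the gene body, at positions where the mesenchyme libraries have scattered peaks or none.

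The study names 4 more genes at which it viewed these tissues. From read counts it reported epithelium-specific elements near Krt17 and Krt14, mesenchyme-specific ones near Runx2, and shared ones near Klf4. Presence calls do not measure read number, so they cannot test those reports. Krt17, a keratin of the periderm, had 15 ± 2 peaks in epithelium and 14.3 ± 0.577 in mesenchyme (SD, n = 3 each), and its log2 difference of 0.11 did not pass (limma, adjusted p = 0.873). It had 1 epithelium-only region, on chromosome 11 from 100252857 to 100253415, between genes and nearest to the start of Krt16, which held the TP63 match GGACAAGCCT at 100253142. Krt14, a keratin of basal cells, had a mean of 17 peaks in each tissue and no group-only region; 3 of its 18 kept regions were in all 6 libraries. Runx2, the transcription factor of bone formation, had 3.67 ± 2.08 peaks in epithelium and 5.67 ± 1.15 in mesenchyme (SD, n = 3 each), with an adjusted p of 0.510 in limma. Its 1 group-only region was mesenchyme-only, on chromosome 17 from 44842063 to 44842717 in an intron of the neighbouring gene Supt3, 27593 bp from the Runx2 start site. Klf4, a factor of epithelial differentiation, had 29.7 ± 9.07 and 28.7 ± 7.51 peaks (SD, n = 3 each). Its 34 kept regions included 3 epithelium-only, 1 mesenchyme-only and 6 found in all 6 libraries. The nearest epithelium-only one, on chromosome 4 from 55546864 to 55547491, held the GRHL match AACCAGTT and the homeobox core match TTAATTG, and the mesenchyme-only one, from 55557329 to 55557892, the NF1 match TTGGCA; both lay between genes.

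Among the group-only regions with the widest peaks in all 3 libraries, the epithelium-only ones lay on chromosome 16 from 56056151 to 56058466 in an intron of Senp7, on chromosome 14 from 118589017 to 118590639 in an intron of Abcc4, on chromosome 10 from 75229253 to 75231631 over a start site of Specc1l, on chromosome 4 from 88263881 to 88265510 in an intron of Focad, and on chromosome 2 from 72855150 to 72856724 between genes, nearest to Sp3. The mesenchyme-only ones lay on chromosome 18 from 38834515 to 38836174 in an intron of Arhgap26, on chromosome 8 from 115207127 to 115210663 in an intron of Wwox, on chromosome 15 from 10735215 to 10736839 between genes near Rai14, on chromosome 10 from 59542883 to 59544101 in an intron of Mcu, and on chromosome 11 from 68188155 to 68189549 in an intron of Stx8. The region near Rai14 held the RUNX match TGTGGTT at 10735984, and the one near Sp3 the TP63 match AAGCAAGCCC at 72855986. Matches did not always go with the tissue: the mesenchyme-only region at Stx8 held the TP63 match GGACATGTTT and a SOX match, the mesenchyme-only one at Wwox a SOX and a MEIS match, and the epithelium-only one at Abcc4 an NF1 beside a MEIS match, although over all distal regions TP63, SOX and MEIS were more frequent on the epithelial and NF1 on the mesenchymal side. Senp7 and Rai14 illustrate the widths: peaks in the Senp7 region were 1942, 2234 and 1626 bp wide in the epithelium libraries, and those near Rai14 were 1125, 1625 and 1262 bp wide in the mesenchyme libraries.

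Regions open in one tissue lay away from gene starts. A protein-coding start site was overlapped by 1.01% of epithelium-only and 0.874% of mesenchyme-only regions, with no difference past the threshold (Fisher's exact p = 0.390), against 24.5% of the regions in all 6 libraries. Epithelium-only regions had a midpoint in an exon less often, 2.84% against 5.67% (odds ratio 0.487, Fisher's exact p = 7.1e-21), and in an intron slightly less often, 42.7% against 46.0% (Fisher's exact p = 1.3e-05). They lay between genes more often, 53.4% against 47.4% (Fisher's exact p = 3.7e-15). Among all peaks of a library, exon midpoints made up 8.05% ± 0.448 in epithelium and 8.35% ± 0.223 in mesenchyme (SD, n = 3 each; exact permutation p = 0.5), a difference within the spread. Intron midpoints made up 41.4% ± 0.140 and 42.3% ± 0.218 (exact permutation p = 0.1), with every epithelium library below every mesenchyme library. Midpoints between genes made up 44.9% ± 0.906 and 43.8% ± 0.630 (exact permutation p = 0.2), with libraries of the tissues overlapping. The shares at start sites rose to 2.63% and 3.02% when regions within 1 kb counted, and to 2.84% and 2.93% with the starts of all annotated transcripts.

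The next comparison asked which genes had more peaks around them in one tissue. Epithelium had more peaks at 123 genes and fewer at 98 (limma, adjusted p under 0.05), of 20908 tested. Dsg3, a cadherin of desmosomes, had 13 ± 4.58 peaks in epithelium and 2.33 ± 1.15 in mesenchyme (SD, n = 3 each), a log2 difference of 2.14 ± 0.34 (SE; adjusted p = 0.00748). The transmembrane protease gene Tmprss11a had 12.7 ± 2.08 against 3.67 ± 2.52 (log2 1.78, adjusted p = 0.0184). The largest difference was at Naaladl2, with 9 ± 3.46 peaks against 1.33 ± 1.15 (log2 2.26, adjusted p = 0.0155). The defensin gene Defb30 and the predicted gene Gm11111 also had more peaks in epithelium, with log2 differences of 1.89 and 1.79. Defb30 had no epithelium-only region among its 2 kept regions. Of the 12 genes with the largest gains 6 were on chromosome X: Btg1-ps2, Frmd7, Sh2d1a, H2al1j, Ssxb8 and Atp6ap2, with log2 differences from 2.22 at Btg1-ps2 to 1.81 at Atp6ap2. H2al1j and Ssxb8 belong to families of near-identical copies, where short reads are hard to place.

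The share of peaks differed between tissues on several chromosomes, most on 11 and X. Chromosome X held 2.14% ± 0.0847 of the peaks in epithelium and 1.45% ± 0.0975 in mesenchyme (SD, n = 3 each; exact permutation p = 0.1), and every epithelium library lay above every mesenchyme library. Of the 123 genes with more peaks in epithelium 40 were on X, which holds 4.32% of the genes tested, and none of the 98 with fewer. The median log2 difference was 0.41 over the genes of X and -0.03 over autosomal genes. Chromosome 11 moved the other way, with 7.04% ± 0.0337 of the peaks in epithelium and 7.76% ± 0.156 in mesenchyme (SD, n = 3 each; exact permutation p = 0.1), again with every library of one tissue apart from the other. It held 1 of the 123 genes with more peaks in epithelium and 23 of the 98 with fewer, at 7.77% of the genes tested, and the median log2 difference of its genes was -0.16. Chromosome 11 was picked here after its values were seen. Chromosomes 1 and 12 held a larger and chromosomes 2 and 9 a smaller share in epithelium, with differences of 0.185, 0.304, -0.404 and -0.273 percentage points (exact permutation p = 0.1 each). On the autosomes alone, a setting added after seeing the data, limma called 74 genes higher and 85 lower. The GC content of distal peaks was 52.05% to 52.50% in the epithelium libraries and 52.55% to 52.91% in the mesenchyme libraries. Chromosome shares and gene calls were not compared within GC strata.

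On the mesenchyme side, Wfdc21 and its neighbour Wfdc18, genes of the whey acidic protein family, had the largest differences, -2.32 and -2.20 on the log2 scale. Epithelium library counts were 0, 1 and 0 at both, against 6, 6 and 4 at Wfdc21. Neither gene had a mesenchyme-only region, among 4 kept regions at Wfdc21 and 3 at Wfdc18. Epyc, a small proteoglycan of cartilage matrix, fell by 1.84 on the log2 scale, from 6.33 ± 1.53 peaks in mesenchyme to 1.33 ± 1.53 in epithelium (SD, n = 3 each; limma, adjusted p = 0.0423). Frzb, a secreted antagonist of Wnt signals, had 22.3 ± 0.577 peaks in mesenchyme and 8.67 ± 2.52 in epithelium (log2 -1.25, adjusted p = 0.0138). Psme3, Spcs2, Poln, Ccnt1, Smg6, Cep95, BC030499 and Uhrf2 made up the rest of the 12, with log2 differences from -1.67 at Psme3 to -1.25 at Uhrf2. Of these 12 genes 6 were on chromosome 11: Wfdc21, Wfdc18, Psme3, Smg6, Cep95 and BC030499. Neighbouring genes such as Wfdc21 and Wfdc18 share peaks.

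These gene calls depended on the scaling and on single libraries. Without scaling to list length limma called 0 genes, with 800 higher and 1419 lower at an unadjusted p under 0.05, against 1347 and 1600 with it; with equal list lengths it also called 0, with 1310 and 1524 unadjusted, and left-out libraries gave 18 higher and 15 lower without epithelium 1, 0 and 0 without epithelium 2 (1151 and 1612 unadjusted), 3 and 0 without epithelium 3, 39 and 6 without mesenchyme 1, 33 and 5 without mesenchyme 2, and 96 and 30 without mesenchyme 3. The libraries of the tissues did not overlap at 18.0% of genes, where chance gives 10%.

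Gene lists were compared by the group-only regions of their members. Basal epithelium genes, which anchor and renew the lower layer, had 43 epithelium-only and 7 mesenchyme-only regions (permutation p = 2e-05, the smallest that the random lists can give, adjusted p = 0.00016). Epithelial transcription factors had 47 and 11 (permutation adjusted p = 0.00016), genes of epithelial junctions and splicing 30 and 7 (0.00602), and orofacial cleft genes 57 and 29 (0.00296). Some of these lists share members, and Trp63 is in each of them except junctions and splicing. On the other side, osteogenic genes had 2 epithelium-only and 17 mesenchyme-only regions (permutation adjusted p = 0.00296), palate mesenchyme transcription factors 17 and 42 (0.0179), and mesenchyme matrix genes 13 and 31 (0.0415). Lists of other cells did not pass: endothelial markers had 6 and 10 regions (0.648), immune markers 0 and 8 (0.157), muscle markers 8 and 3 (0.459), nerve and glia markers 11 and 3 (0.235), and erythroid markers 0 and 2 (0.648). Nor did the control genes, with 5 and 9 (0.486), the epithelial signals with 13 and 8 (0.323), the mesenchyme signals and receptors with 29 and 22 (0.308), or the periderm list with 17 and 9 (0.308).

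The calls of these lists differed in how they stood up to other settings. The 4 lists on the epithelial side passed in all 9 of them, but leaving out a library moved their balance, the number of epithelium-only minus mesenchyme-only regions. For orofacial cleft genes it was 28, and 58, 54, 1, 18 and 7 without epithelium 1, epithelium 3, mesenchyme 1, mesenchyme 2 and mesenchyme 3. For epithelial transcription factors it was 36, and 67, 55 and 13 without epithelium 1, epithelium 3 and mesenchyme 1. For basal epithelium it was 36, and 56 and 60 without epithelium 1 and 3, and for junctions and splicing 23, and 45, 47 and 15 without epithelium 1, epithelium 3 and mesenchyme 1. Osteogenic genes passed in 8 of 9 settings and not without mesenchyme 1 (permutation adjusted p = 0.125); their balance of -15 was -9 among peaks wider than the median of each list and -23, -29 and -23 without mesenchyme 1, 2 and 3. Mesenchyme matrix genes passed in 3 of 9: the call was lost among the wider peaks, with equal list lengths, without epithelium 2, epithelium 3 or mesenchyme 1, and on the autosomes (permutation adjusted p = 0.0539), and the balance of -18 was -9 among the wider peaks, -11 with equal lengths and -40, -44 and -44 without mesenchyme 1, 2 and 3. Palate mesenchyme transcription factors passed in 2 of 9, without epithelium 1 (balance -15) and on the autosomes. Their balance of -25 was -13 with equal lengths and without epithelium 3, -48, -44 and -44 without mesenchyme 1, 2 and 3, and turned to 2 among the wider peaks.

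**Figure D3:**
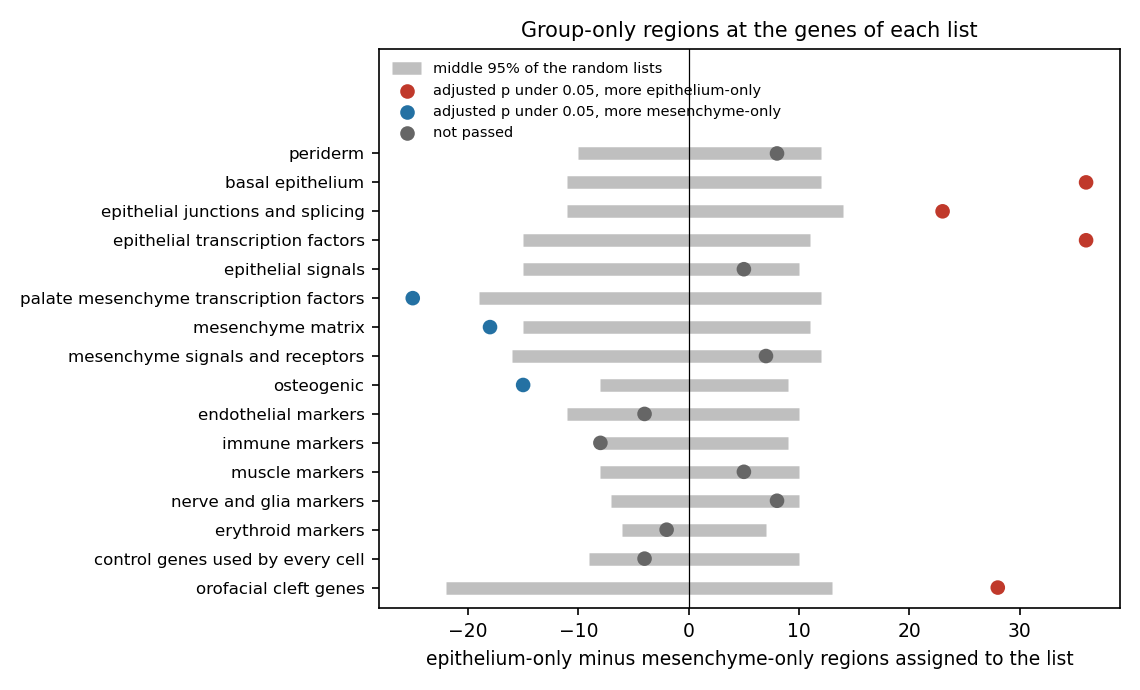
For each of the 16 gene lists the point gives the number of epithelium-only minus mesenchyme-only regions assigned to its members, and the grey bar the middle 95% of 100000 random lists matched on the number of regions. Basal epithelium and epithelial transcription factors lie at 36, junctions and splicing at 23 and orofacial cleft genes at 28, above their bars, and osteogenic genes at -15, mesenchyme matrix at -18 and palate mesenchyme transcription factors at -25, below theirs.

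Counting all peaks rather than group-only regions, the basal epithelium list was higher in epithelium (camera adjusted p = 0.00116), as were junctions and splicing (0.00116) and epithelial transcription factors (0.0064). Each of the 3 lost its call with an estimated correlation (adjusted p = 0.127 with an estimated correlation), epithelial transcription factors also without scaling (0.0662). No list was called lower in the main setting, but camera called 2 lower with base pairs and 1 without epithelium 1. With fry, which asks whether members move one way on balance, basal epithelium (adjusted p = 0.0313), junctions and splicing (0.0342) and the nerve and glia markers (0.0313) passed, all higher in epithelium. Of the 20 basal members tested, Trp63 and Egfr, the epidermal growth factor receptor (log2 0.99, adjusted p = 0.0224), passed over all genes, and 6 passed when adjusted over the list alone, Dst, Fras1, Frem2 and Sox2 being the others. Of 31 junction genes Dsg3 and Dsp, which encodes desmoplakin (log2 0.75, adjusted p = 0.0336), passed; adjusted over the list alone 7 were higher and 1, Cldn3, was lower. Of 21 epithelial transcription factors Trp63 and Klf5 (log2 0.93, adjusted p = 0.0192) passed; adjusted over the list alone those 2 were higher and Ovol2 (log2 -0.70) was lower.

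In the 22 periderm genes, Ripk4, a kinase of epithelial differentiation (log2 0.90, adjusted p = 0.00748), and Perp, a desmosomal protein (log2 1.07, adjusted p = 0.0327), had more peaks in epithelium by limma, and adjusted over the list alone Evpl (log2 -0.50) was also called, in the other direction. The list as a whole did not pass (camera adjusted p = 0.605). Among 20 epithelial signals the ectodysplasin receptor Edar passed (log2 0.69, adjusted p = 0.0349), both over all genes and adjusted over the list alone. Of 32 palate mesenchyme transcription factors 1 passed by both counts, Prrx1, a homeobox factor of craniofacial mesenchyme, with 11 ± 5.29 peaks in epithelium and 24 ± 2.65 in mesenchyme (SD, n = 3 each; log2 -1.12, limma adjusted p = 0.0336) and 5 mesenchyme-only regions. None of the 28 mesenchyme matrix or 17 osteogenic genes passed either way. The matrix gene with the smallest p was Tnc, with more peaks in epithelium (log2 0.64, limma adjusted p = 0.105) and 6 epithelium-only against 3 mesenchyme-only regions; Aspn (log2 -1.21) and Spp1 (log2 -0.58) had adjusted p of 0.143 and 0.220. Of 28 mesenchyme signals and receptors none passed over all genes and Gli3 (log2 0.68) passed adjusted over the list alone, with more peaks in epithelium. Of the 40 orofacial cleft genes Trp63 and Ripk4 passed, and adjusted over the list alone Esrp1 and Meis2 as well, all higher in epithelium. No endothelial, immune, muscle, erythroid or control gene passed by either count; of the nerve and glia markers Snap25 (log2 0.85) passed adjusted over the list alone.

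The last comparison asked which binding motifs marked the distal regions of each tissue. Of 10103 epithelium-only regions away from start sites 3.80% held a GRHL match, the site of grainyhead-like factors of epithelia, against 1.00% of 7488 mesenchyme-only regions (odds ratio 3.82, interval 2.91 to 5.03). Matches for SOX factors stood in 21.9% against 9.60% (odds ratio 2.25), for TEAD factors in 13.3% against 5.78% (2.20), and for the TCF4/ZEB E-box CAGGTG in 22.1% against 13.2% (2.68). In mesenchyme-only regions the RUNX site TGTGGTT was more frequent, 9.79% against 5.63% (odds ratio 0.414, interval 0.366 to 0.467). Intervals are 95%, and odds ratios compare regions of like GC content, since the mean GC content was 46.1% in epithelium-only and 50.4% in mesenchyme-only regions. MEIS (2.12), AP-1 (1.62), the SP/GC box (1.53), TP63 (1.48) and KLF (1.24) also passed on the epithelial side, 9 motifs in all. MEF2 (0.546), the homeobox core (0.740), the TWIST E-box (0.809) and the NF1 site TTGGCA (0.882) passed on the mesenchymal side, making 5 with RUNX. The 2 shuffled controls, 0.890 for TEAD and 0.975 for GRHL, did not pass. Without GC strata the odds ratios of KLF, the SP/GC box and the homeobox core turned to 0.799, 0.929 and 1.08, and that of NF1 turned to 1.05 and 1.02 without mesenchyme 1 and mesenchyme 3. Against regions of all 6 libraries the odds ratio of NF1 was 1.19 in epithelium-only and 1.23 in mesenchyme-only regions. For every motif, the setting against regions of all 6 libraries is another contrast and does not test the difference between the tissues. MEF2 passed in 9 of 13 settings and not without GC strata (0.926), against regions of all 6 libraries (0.997), without mesenchyme 1 (0.679) or without mesenchyme 3 (0.648). NF1 also lost its call without GC strata (0.988) and without mesenchyme 2 (0.977), the TWIST E-box without epithelium 1 (0.954), the homeobox core against regions of all 6 libraries (0.911), and the SP/GC box against those (1.04), in the central 400 bp (1.28) and without epithelium 1 (1.16) or 2 (1.27). GRHL kept its call, with 2.53 and 2.41 without epithelium 1 and 3 and 2.48 in the central 400 bp, and so did the TCF4/ZEB E-box, with 1.73 against regions of all 6 libraries.

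**Figure D4:**
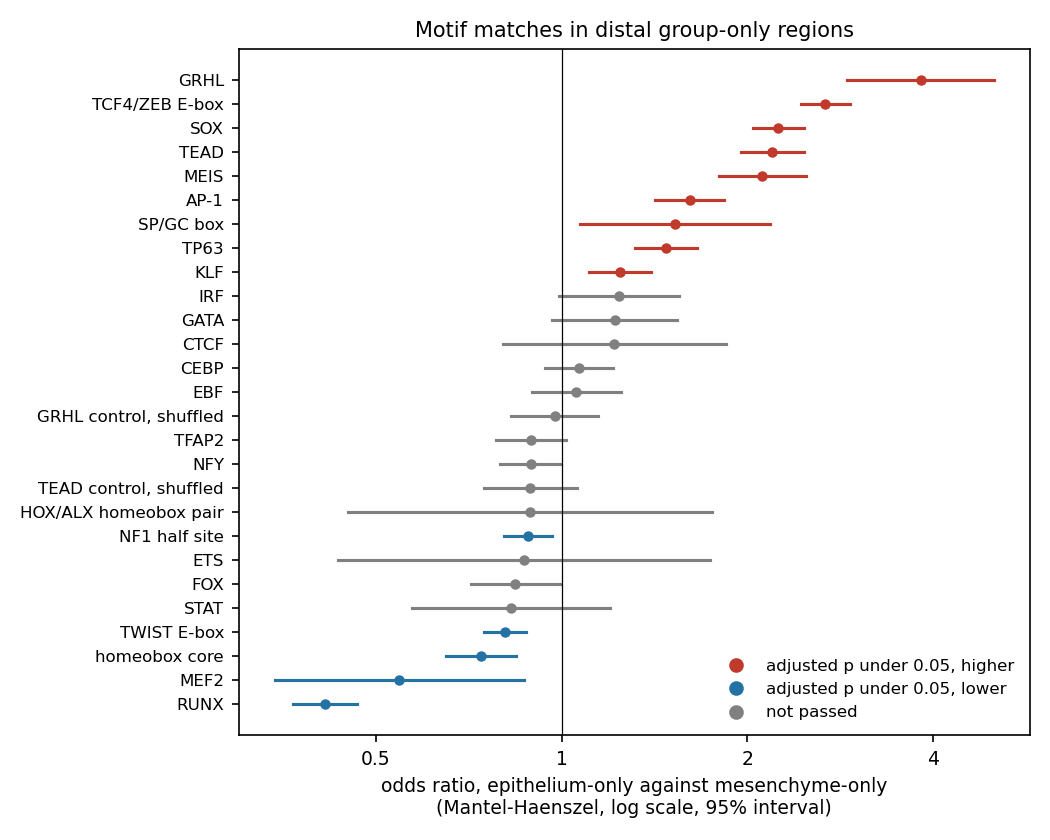
Points are Mantel-Haenszel odds ratios of a motif match in the central 200 bp of distal epithelium-only against mesenchyme-only regions, on a log scale, with 95% intervals as lines. GRHL (3.82) lies farthest to the right and RUNX (0.414) farthest to the left, and both shuffled controls lie close to 1.

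Set against the distal regions open in all 6 libraries, the tissues differed in which side set the motif apart. RUNX matches were more frequent in mesenchyme-only regions (odds ratio 2.05) and not past the threshold in epithelium-only regions (0.898, adjusted p = 0.102). TEAD matches were more frequent in epithelium-only regions (2.29) and close to those regions in mesenchyme-only ones (0.988, interval 0.888 to 1.10). GRHL matches were more frequent in epithelium-only regions (2.42) and less frequent in mesenchyme-only ones (0.713). In all distal peaks of each library the differences were smaller: TEAD matches stood in 6.02% ± 0.291 of epithelium and 5.12% ± 0.0262 of mesenchyme peaks, and RUNX matches in 4.35% ± 0.0937 and 4.86% ± 0.0696 (SD, n = 3 each; exact permutation p = 0.1 for both, the smallest possible).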

Values the study reported

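The study reported that the epithelium-specific elements of the mouse palate, defined by more ATAC-seq reads than in mesenchyme, comprised 6079 elements with a high density of acetylated histone H3 lysine 27 and 8177 with a low density. These were called at a fold-change threshold of 0.5 and a false discovery rate under 0.01. The acetylation density came from published data on facial prominences of E14.5 embryos, not from the palate epithelium itself. Among the active elements away from start sites, it reported 18 enriched short sequences present in at least 5% of them.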

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

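The settings based on peak width, which replaced those planned on a score, and the repeat on autosomes were chosen after seeing the data; all other settings were planned. The planned settings on the authors' score were not run, since the lists hold no score, and the limit of 200 bp on regions removed none. The cause was not tested for the changes below, except that leaving out a library loosens the rule for a region and leaves fewer libraries to a test. The depth in reads is unknown and limits every missing peak.

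The difference in peak number, -12110, turned to 5558.5 without epithelium 1 and to 35.5 without mesenchyme 2 and was -34101 without epithelium 2, none past a test. Epithelium-only and mesenchyme-only regions numbered 19434 and 20486 against at most 1 of 3, 36109 and 38944 with at least 2 of 3, and 12884 to 20972 and 10667 to 20183 with 1 library left out, with more mesenchyme-only ones whichever mesenchyme library was left out; the peaks wider than each list's median gave 4299 mesenchyme-only. Shares at a start site were 2.63% and 3.02% within 1 kb, 2.84% and 2.93% for all transcripts, 1.67% and 1.26% for these wider peaks, and 0.725% to 1.15% and 0.705% to 1.30% with a library left out.

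Genes higher and lower in epithelium numbered 0 and 0 without scaling and at equal list length, 464 and 332 with base pairs, 29 and 10 with the nearest start site, 47 and 28 within 50 kb, 83 and 17 with the wider peaks, 74 and 85 on autosomes, and 0 to 96 and 0 to 30 with a library left out. Of 531 values of single named genes under other settings 235 kept their call, 296 lost it and 0 turned direction. Camera called 6 lists higher and 2 lower with base pairs, and 1 lower without epithelium 1. Lists with more mesenchyme-only regions numbered 1 with the wider peaks, 2 on autosomes, 1 at equal list length and 0 to 3 with a library left out, and palate mesenchyme transcription factors turned to 2 with the wider peaks. Motifs lower in epithelium-only regions numbered 2 against regions in all 6 libraries. The odds ratio of KLF turned to 0.799, of the homeobox core to 1.08 and of the SP/GC box to 0.929 without GC strata, and of NF1 to 1.05 and 1.02 without mesenchyme 1 and 3, its lowest with a library left out being 0.792. Against regions in all 6 libraries, which is another contrast, the odds ratio of NF1 in epithelium-only regions was 1.19. TEAD, TP63, AP-1, GRHL, SOX, MEIS and the TCF4/ZEB E-box kept direction and call in all 13 settings.

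With a replicate block limma called 67 genes higher and 44 lower, and regions that differed one way in at least 2 of 3 same-numbered pairs and in none the other way numbered 45337 and 51876. The numbers share no stated origin, and the deviations of same-numbered libraries correlated at only 0.0201, 0.0186 and 0.00075. Whether same-numbered libraries came from the same embryos stays open, so the pairing of the block may be arbitrary.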

Other observations

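Tests of Y genes, of the splits and of exon midpoints over whole lists were chosen after the result was seen, as were the genes named in this paragraph; the other tests were set out beforehand. Several genes outside the lists gathered group-only regions. Ptpn13, a tyrosine phosphatase, had 8 epithelium-only regions and 1 mesenchyme-only, with 46 ± 3 peaks in epithelium and 24 ± 2.65 in mesenchyme (SD, n = 3 each; limma, log2 0.97, adjusted p = 0.00815). Lgr4, a receptor for R-spondins, had 7 and 0 (log2 1.00, adjusted p = 0.0336), Calml3, a calmodulin-like protein of epithelia, 7 and 0 (log2 0.91, adjusted p = 0.0299), and Nfib 8 and 0 (log2 0.64, adjusted p = 0.0423). B4galt5, a galactosyltransferase, had 0 and 6 (log2 -0.63, adjusted p = 0.00876), and Notch2 had 6 of each kind.

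Epithelium libraries had a larger share of their peaks on chromosome X, 2.14% against 1.45%, more so among distal peaks (2.09% against 1.37%) than among peaks at start sites (3.07% against 2.87%). Loss of narrow peaks near the calling threshold is argued against by the peaks wider than each list's median, where the difference was 0.615 percentage points, and a few repeated gene families are argued against by the 5 Mb bins of X, of which 97.1% had a larger share in epithelium (64.3% of autosomal bins), the 1 exception holding the end that X shares with Y. A larger share of male cells in mesenchyme, whose single X would give fewer peaks, could not be told from the Y genes: the difference was -0.157 peaks per 100000 between epithelium and mesenchyme, from 1 to 4 peaks per library. The share of peaks on all of chromosome Y was 0.0828% in epithelium and 0.0770% in mesenchyme, higher in every epithelium library. This share was tried as the deciding test after its value was known, and then set aside as the weaker test. Peaks on the repeated long arm of Y, or where X and Y share sequence, were not counted apart, so this share decides nothing. The study describes the mesenchyme as the tissue remaining on the shelves once the epithelium was peeled. Tissues of the same embryos would share their sex, but which embryos went into each library is not stated. The sex of the cells stays open, since its test decided nothing, as does a true difference of X accessibility between the tissues, which was not tested. The X share was also not compared within GC strata, and GC content was lower in the distal peaks of every epithelium library.

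The tissue split gave more than any other split: 17760 regions on one side only, where the highest other gave 6924, and 221 genes past the threshold, where the highest other gave 0. Only 1 of 10 splits, the real one, reached each value, and 10 splits are too few for a share under 0.05.

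Mesenchyme-only regions had more exon midpoints than epithelium-only ones. Their higher GC content is argued against as the whole cause, since the odds ratio within GC strata was 0.637 (95% interval 0.541 to 0.751), against 0.487 without strata. A difference between the lists as a whole could not be told from the shares over all peaks. Over all peaks, exon midpoints made up 8.05% ± 0.448 in epithelium and 8.35% ± 0.223 in mesenchyme (SD, n = 3 each). That difference was -0.296 percentage points, with libraries of the groups overlapping, beside 2.84% against 5.67% in the group-only regions. Group-only regions are a small part of each list, so a share over all peaks cannot decide this. A difference between the lists as a whole therefore stays open as a cause.

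One hypothesis was that motifs of epithelial factors sit together in epithelium-only regions. Over the 15 pairs of TEAD, TP63, AP-1, GRHL, SOX and KLF the median odds ratio was 0.930 and 0 pairs passed, which argues against it for the pairs as a set. For single pairs whose interval reaches above 1 it stays open, with AP-1 and GRHL the highest (1.36, 95% interval 0.999 to 1.86). The intervals of TP63 with AP-1 (0.698, 0.545 to 0.892) and of GRHL with SOX (0.742, 0.570 to 0.965) lay below 1. A second was that RUNX matches are more frequent in mesenchyme-only regions of osteogenic genes: 1 of 17 such regions had a match, 5.88% against 9.80% of the others (Fisher's exact p = 1), too few regions to tell. Another was that regions of one tissue lie near each other. Another epithelium-only region lay within 10 kb of 18.2% of them, above the highest of 1000 random draws (16.6%), and the share was 13.3% for mesenchyme-only regions, just above the highest draw (13.2%).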
